A study of Mus musculus with 3 samples.

How the data were processed

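Gene expression was measured by RNA sequencing in 3 libraries of CT26 cells, a mouse colon carcinoma line. The cells had received lentivirus for forced expression of Myod1 (a transcription factor of skeletal muscle), lentivirus for forced expression of Pparg (a nuclear receptor of fat cells), or lentivirus with the empty vector. Per the labels' protocols, cells were cultured for 9 days, total RNA was extracted with TRIzol, and libraries were made with the NEBNext Ultra RNA kit. There was 1 library in each of the 3 groups, so no difference has a replicate check and no p-value is given.

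The authors deposited a table of FPKM (fragments scaled by gene length and library size), per the file headers, with the gene length, class and coordinates of each gene. The aligner, the counter, the genome build, the use of strand and the treatment of reads that match several genes are stated in neither the labels nor the headers. Reads of near-identical or overlapping genes can therefore be assigned to the wrong member. Of 54409 gene identifiers shared with GENCODE M21 on GRCm38, 53499 (98.3%) had identical coordinates, and coordinates below are those of the table.

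In each library the product of FPKM and gene length was a whole multiple of the value of 1 read, for all 53802 values above 0, so the reads behind each value were worked out. The largest departure from a whole read was 2.63e-05 reads. Named genes held 15360463 reads in the control library, 16132287 in the Pparg library and 17117616 in the Myod1 library. The library size by which the authors had divided was not the plain total of reads. With loci without a gene name, this total was 15372510 in the control, 16147351 in the Pparg and 17133452 in the Myod1 library. The library size was 5.40% below this total in the control library (-5.40%) and 4.53% above it in both the Pparg and the Myod1 library. This is a scaling between libraries that the labels and headers do not describe. The table also held 346 loci without a gene name, with 0.0784% to 0.0933% of the reads per library, and these were left out of all comparisons between groups.

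Changes were computed as log2 of the ratio of FPKM + 1 between libraries (pseudocount 1), which understates the change of low genes. Genes with a mean FPKM of at least 1 over the 3 libraries entered, 10594 in all, of which 9375 were protein-coding. A gene was counted as higher or lower at a 2-fold change on this scale. Beside these, ratios of reads relative to the authors' library sizes are given with exact (Clopper-Pearson) 95% intervals, and shares of reads with Wilson 95% intervals. Intervals and floors cover counting error only, since reads made by PCR are not independent molecules and variation between cultures was not measured. A gene with 3 reads or fewer in a library was taken as at the floor, and its fold is given as a bound against 3 reads. For a gene of 1 kilobase this floor was an FPKM of 0.206 in the control, 0.178 in the Pparg and 0.168 in the Myod1 library.

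Before the data were examined, 14 gene lists with 438 entries were written from general knowledge. Of each list, the median change was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The percentile describes these libraries and is not a p-value, and a list stood apart below the 2.5th or above the 97.5th percentile. A list needed 5 genes past the expression filter. The brown adipocyte list had 1 such gene and was not evaluated. The glycolysis list shared 3 genes with the housekeeping list, and the antigen presentation list 1. The adipocyte and brown adipocyte lists shared 1 gene, as did the G2/M and p53 target lists. H2-L was not matched to the table. A list of 25 hypoxia-response genes, the family of histone genes and a set of transcripts abundant in adult muscle were added after the main values had been seen. The hypoxia list shared 1 gene with the inflammatory list.

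Named genes are Myod1 and Pparg, the 5 protein-coding genes with the largest rise and the 5 with the largest fall in each comparison, and at most 5 members of a discussed list with the largest change. This rule was set before the data were examined, and any other gene is said to be chosen after its values were seen. Because both comparisons against the empty vector share that library, 100 sets of unchanged libraries sharing a control were simulated, with counting error alone and with added variation between libraries (coefficient of variation 0.1, 0.2 or 0.4).

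Alternatives set before the data were examined were pseudocounts of 0.1 and 5, no filter, a mean FPKM of at least 5, a mean of at least 10 reads, a 4-fold threshold, protein-coding genes only, values rescaled to a common sum of 1000000, the same without the 50 highest genes, libraries centred on the median of genes with a mean FPKM of at least 10, and random lists matched on the control library. Chosen after seeing the data were library sizes equal to the plain total of reads, and changes centred within 20 bins of transcript GC content or of gene length. GC content was that of the longest GENCODE M21 transcript and was known for 10578 of the tested genes.

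The computations were tested on simulated data. Reads were recovered in 100% of 164634 simulated values rounded as finely as the table. When the simulated values were rounded more coarsely than the table, 3035 came out wrong, and in every library the largest departure from a whole read was then at least 0.49981, far above that in the table. All of 200 genes with a simulated 4-fold change passed the 2-fold threshold, as did 22 of 10399 unchanged genes. The 200 genes were drawn from those with a mean FPKM of at least 5, so recovery of changes in lower genes was not tested. Of 200 random lists, 2.5% fell outside the middle 95%. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.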

Results

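Transcript levels were measured in 3 RNA sequencing libraries of CT26 cells, 1 each for forced Myod1, forced Pparg and the empty vector, after 9 days of culture. Reads on named genes numbered 15360463 in the control, 16132287 in the Pparg and 17117616 in the Myod1 library. Genes with at least 1 FPKM numbered 10376, 10568 and 10573 in the same order. The most abundant named gene took 1.24% of the reads in the control library (Eef2, Wilson 95% interval 1.23% to 1.25%), 0.927% in the Pparg library (Eef1a1, 0.922% to 0.931%) and 1.05% in the Myod1 library (Eef1a1, 1.05% to 1.06%). Mitochondrial genes took 0.803% of reads in the control (0.798% to 0.807%), 0.987% in the Pparg (0.982% to 0.992%) and 1.497% in the Myod1 library (1.491% to 1.502%). These differences exceeded counting error, but with no replicate libraries their size could not be set against variation between cultures, and this holds for every comparison below.

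The levels of the forced genes were examined first. Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099, plus strand, GRCm38) had 0 reads in the control library, 0 in the Pparg library and 3318 in the Myod1 library, where its FPKM was 99.6. Its level was at least 898-fold higher than in the control. Pparg (ENSMUSG00000000440, chromosome 6, 115360951 to 115490399, plus strand) had 1 read in the control, 24415 reads in the Pparg library (FPKM 490) and 0 in the Myod1 library, so that it was at least 7012-fold higher than in the control. Values per gene do not separate transcripts of the vector from those of the chromosomal gene. On the log2 scale with pseudocount 1, the changes were 6.65 for Myod1 and 8.91 for Pparg. The pseudocount of 0.1 moved them most, to 9.96 and 11.96.

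**Figure D1:**
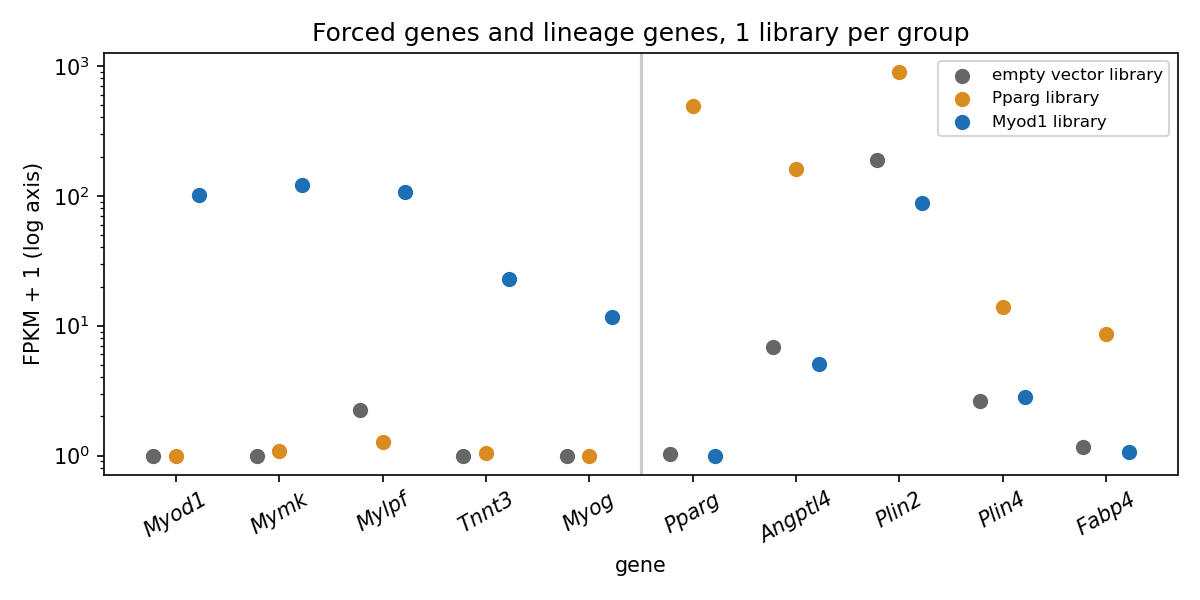
FPKM + 1 on a log axis for the forced genes and for genes with large rises from the muscle and adipocyte lists, with 1 point per library for the empty vector, Pparg and Myod1. The adipocyte genes shown are the 4 of 18 at least 2-fold higher with Pparg, whereas the list median was 0.02. Myod1 reached an FPKM of 99.6 and Pparg an FPKM of 490 only in the library made to express each.

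The comparison of forced Myod1 with the empty vector asked which genes differed when this factor was expressed. Of 10594 genes, 382 were at least 2-fold higher and 685 at least 2-fold lower. The 4-fold threshold moved these counts most, to 59 and 64. The split depended on the scaling between libraries. With the plain total of reads as library size, 555 genes were higher and 492 lower, and the median change of all genes moved by 0.12. After centring on transcript GC content, 446 were higher and 454 lower. Simulated unchanged libraries with counting error alone gave 26.4 genes on average, higher and lower together, and at most 41. With a coefficient of variation of 0.2 between libraries the average was 119.5 genes, and with 0.4 it was 1708, above the 1067 observed.

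The largest rise in the Myod1 library was that of Mymk (ENSMUSG00000009214, chromosome 2, 27061636 to 27072179), from 0 reads to 3218, at least 871-fold. It was followed by Myod1, by Mylpf with 19 reads in the control and 2006 in the Myod1 library (85.7-fold, 95% interval on the log2 scale 5.77 to 7.16), by Tnnt3 with 0 and 614 reads (at least 166-fold), and by Hist1h4h with 8 and 381 reads. Hist1h4h belongs to a family of near-identical histone genes, so its assignment is uncertain. The largest falls were those of Avil, Car6, Sh2d6, Cdsn and Atp2a3, with log2 changes of -4.39, -3.41, -3.36, -3.35 and -3.12. Avil (chromosome 10, 127000709 to 127020994) had 2620 reads in the control and 96 in the Myod1 library, and its exons overlap Tsfm on the other strand, which leaves its value uncertain.

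The skeletal muscle list had a median log2 change of 3.11 in the Myod1 library over the 18 of its 46 genes past the filter, above all 10000 random lists. Of these 18 genes, 16 were higher, 15 of them at least 2-fold. With no pseudocount and genes at or under 3 reads set to 3 reads, which applied to 9 of the 18, the median was 6.22. Among the alternatives of the methods, which do not include this floor, the pseudocount of 0.1 moved the median most, to 5.57. Without the filter it was 0.86, the lowest value among these alternatives. Tnni2 rose from 0 to 301 reads (at least 81.5-fold) and Myog from 0 to 284 (at least 76.9-fold). Of the 46 listed genes, 33 had 3 reads or fewer in the control library, whereas 34 had more than 3 reads in the Myod1 library. Of 6 myosin heavy chain genes in the list, 5 stayed at 3 reads or fewer in the Myod1 library. Chosen after their values were seen, Mef2c had 3 reads in the Myod1 library and 0 in the others, and Des had 103 reads in the control and 33 in the Myod1 library, although the exons of Des overlap an antisense gene.

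The comparison of forced Pparg with the empty vector asked the same for that factor. At least 2-fold changes were found for 241 genes upward and 329 downward. This split also depended on the scaling, with 345 higher and 230 lower for plain totals, 349 and 240 for median-centred libraries, 683 and 296 for values rescaled to a common sum, and 646 and 358 when the 50 highest genes were left out of that sum. Rescaling to a common sum, with or without these 50 genes, also gives the pseudocount less weight and so does not test scaling alone. The median of all genes moved by 0.12, 0.11, 0.18 and 0.13 in these 4 alternatives. Counting error alone gave 27.1 genes on average in simulated libraries.

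After Pparg itself, the largest rises were those of Klk6 (1 read in the control and 900 in the Pparg library, at least 258-fold), Angptl4 (280 and 8810 reads, 27.1-fold, 95% interval on the log2 scale 4.59 to 4.94), Hsd17b14 (29 and 898 reads, 26.7-fold) and Serpinb9g (1 and 339 reads, at least 97.4-fold). Serpinb9g has close paralogs next to it, so its value is uncertain. The largest falls were those of Aqp1, Cd74, Avil, Gm17545 and Hspa1b, with log2 changes of -4.10, -2.71, -2.54, -2.53 and -2.51. Aqp1 (chromosome 6, 55336432 to 55348555) had 1300 reads in the control and 46 in the Pparg library. The fall of Gm17545 rested on 5 reads in the control against 0, and Hspa1b shares sequence with a near-identical neighbour.

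The adipocyte list had a median log2 change of 0.02 in the Pparg library (percentile 77.1) over 18 of its 43 genes, so the list as a whole did not stand apart. At least 2-fold higher were 4 of the 18 genes. Besides Angptl4 these were Fabp4 (10 and 572 reads, 49.3-fold), Plin4 (135 and 1269 reads, 8.10-fold, with exons overlapping Hdgfl2) and Plin2 (9482 and 52878 reads, 4.80-fold). Of the 43 genes, 17 had 3 reads or fewer in the Pparg library, and 15 were at that floor in all 3 libraries. Among these, chosen after their values were seen, Adipoq, Lpl and Cd36 had 0, 0 and 1 reads in the Pparg library. Cidec, also chosen after its values were seen and below the filter, had 0 reads in the control and 77 in the Pparg library. Without the filter, 5 genes of the list were at least 2-fold higher. The fatty acid oxidation list had a median of 0.19 (percentile 98.1) with forced Pparg and 0.07 (percentile 77.7) with forced Myod1. The former fell to 0.16 and within the middle 95% when a mean FPKM of at least 5 was required.

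The S-phase list of the cell cycle had a median of -0.44 in the Pparg library, below all random lists, with 30 of 35 genes lower. Uhrf1 had a log2 change of -1.29, Chaf1b -1.19, Cdc45 -1.10, Mcm5 -0.98 and Cdc6 -0.95, and the exons of Cdc45 overlap Ufd1. In the Myod1 library the S-phase median was 0.01 (percentile 61.5), and it was -0.18 after GC centring. The G2/M list had medians of -0.09 (percentile 34.1) with Pparg and 0.05 (percentile 80.4) with Myod1, and both signs changed under some of the alternatives.

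Both transduced libraries were then compared with the same control for the other lists. The interferon response list had a median of 1.05 with Pparg and 0.64 with Myod1, each above all random lists, with 35 and 31 of its 36 genes higher. Gbp3 had log2 changes of 2.59 and 2.09, Ifit1 of 2.14 and 1.58, and Cxcl10 of 1.62 and 1.55. The exons of Cxcl10 overlap Art3, and the Gbp and Ifit genes are families of paralogs. The glycolysis list had a median of -0.68 with Pparg and -0.82 with Myod1, each below all random lists, with 16 and 17 of its 17 genes lower. Slc16a3 had log2 changes of -1.13 and -2.46, Slc2a1 of -1.12 and -1.96, and Gapdh of -1.55 and -1.79. Gapdh and Slc2a1 overlap exons of other genes, and Gapdh has processed pseudogenes with which reads can be shared. Both lists kept these directions and percentiles outside the middle 95% under each alternative that was run.

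**Figure D2:**
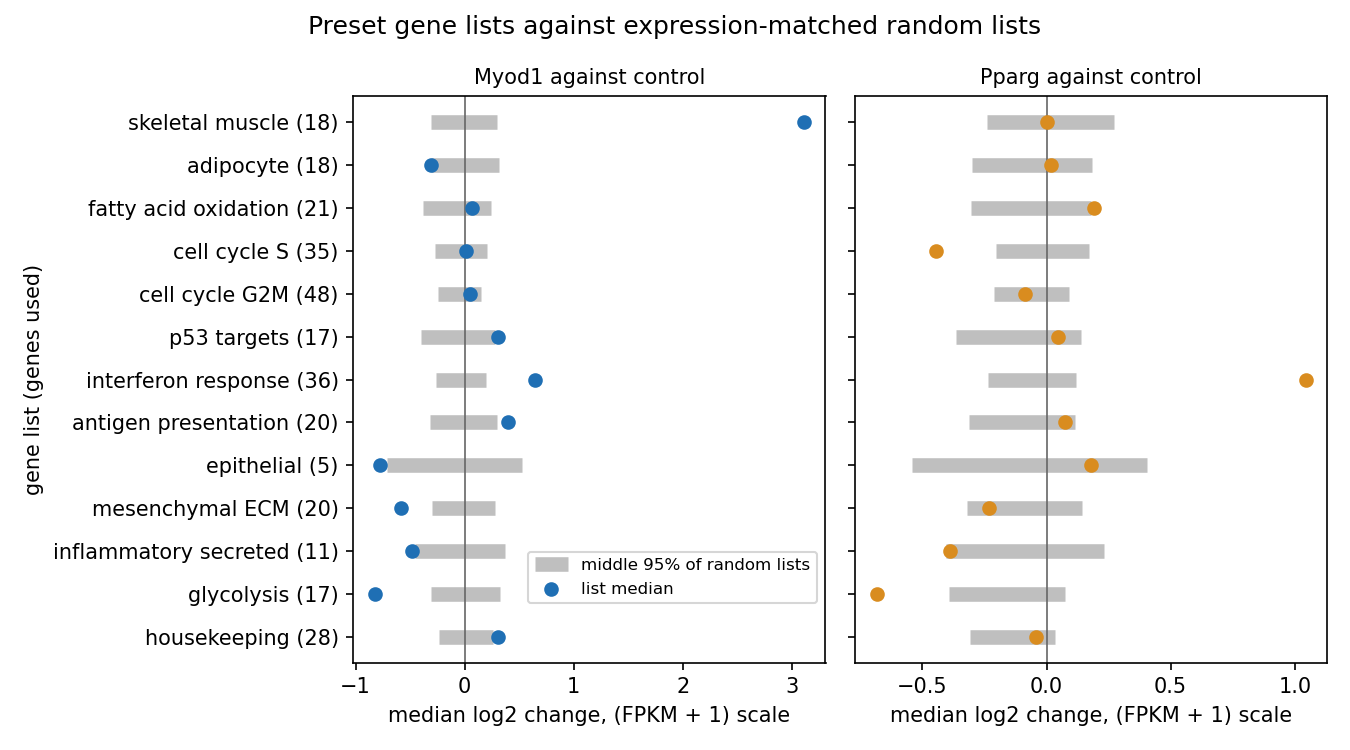
Median log2 change of each preset list (points) for Myod1 and Pparg against the control, with the range holding 95% of 10000 expression-matched random lists (grey bars) and the number of genes used in brackets. At the settings plotted, the skeletal muscle median of 3.11 stands apart in the Myod1 library and that of the Pparg library does not, whereas the interferon response and glycolysis medians stand apart in both.

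In the Myod1 library the mesenchymal and extracellular matrix list had a median of -0.58 (percentile 0.01), with Col1a1 at -2.73 and Col5a1 at -2.66, while Acta2 rose by 3.25. The antigen presentation list had a median of 0.40 (percentile 99.6), the p53 target list 0.30 (percentile 98.3), the inflammatory list -0.48 (percentile 2.03) and the epithelial list -0.77 (percentile 1.91, 5 genes). The p53, inflammatory and epithelial medians lay within the middle 95% under some of the alternatives. In the Pparg library the corresponding medians were -0.23, 0.08, 0.05, -0.39 and 0.18, and none of them stood apart, although the mesenchymal and inflammatory medians did under some of the alternatives. The inflammatory list was split with Pparg. Of its 11 genes, 5 were higher, 4 of them at least 2-fold, while 6 were lower and 0 at least 2-fold lower. The adipocyte list had a median of -0.30 (percentile 2.57) with Myod1, at the edge of the middle 95% and past it at -0.54 when a mean FPKM of at least 5 was required, and the skeletal muscle list had 0.00 (percentile 45.5) with Pparg. The latter stood apart at -0.60 (percentile 0.72) over 7 genes when a mean FPKM of at least 5 was required, and at 0.00 (percentile 0.46) against lists matched on the control. Genes below 1 FPKM in the control pass the filter on the mean only through another library. The middle 95% of lists matched on the control was therefore 0.080 to 0.58. A median of 0.00 lies outside it without any fall of the muscle list. The housekeeping list, kept as a background, had a median of 0.31 with Myod1 (percentile 99.1) and -0.04 with Pparg (percentile 86.2). A percentile near these edges in the Myod1 library was therefore also reached by genes chosen for stable expression.

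The direct comparison of the transduced libraries does not use the control. It gave 370 genes at least 2-fold higher and 577 lower in the Myod1 library. With values rescaled to a common sum, which also gives the pseudocount less weight, the counts were 296 and 1177. The largest rises were those of Mymk, Myod1, Mylpf, Tnnt3 and Tnnc1, and the largest falls those of Pparg, Klk6, Angptl4, Hsd17b14 and Areg. Areg had 859 reads in the Pparg and 59 in the Myod1 library, a log2 change of -3.53. List medians were 3.05 for skeletal muscle, above all random lists, -0.42 for adipocyte (percentile 0.10), 0.43 for S phase, above all random lists, and 0.08 for G2/M (percentile 78.2). The interferon median was -0.26 (percentile 0.83), the glycolysis median -0.14 (percentile 3.23, and past the 2.5th under some of the alternatives) and the inflammatory median -0.72 (percentile 0.06). Medians of antigen presentation, p53 targets, fatty acid oxidation, epithelial, mesenchymal and housekeeping genes were 0.28, 0.22, -0.20, -0.26, -0.18 and 0.34, and none of these 6 stood apart, although those of p53 targets, fatty acid oxidation and housekeeping genes did after centring on gene length, and the mesenchymal median did at a mean FPKM of at least 5.

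Genes changed in the same direction in both transduced libraries numbered 200, of which 69 were higher and 131 lower, and 14 changed in opposite directions. The split depended on the scaling and was 98 higher and 86 lower with plain totals and 94 and 100 when median-centred. It was 174 and 131 rescaled to a common sum and 184 and 153 without the 50 highest genes. The latter pair also gives the pseudocount less weight. Centring on GC content gave 77 higher and 76 lower, and centring on gene length gave 72 and 132. Across genes, which are not independent replicates, the changes had a Pearson correlation of 0.42. Simulated unchanged libraries sharing a control gave 0.50 to 0.54 on average over the 4 noise levels, and no simulated value was under 0.48. The observed correlation thus lay below what unchanged libraries with a shared control and equal noise gave. Equal noise in all 3 libraries holds the value near 0.50 at any level, and unequal noise was not simulated. The simulated number of genes changed in the same direction was 9.56 with counting error alone, 22.3 with a coefficient of variation of 0.2 and 538.6 with 0.4.

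**Figure D3:**
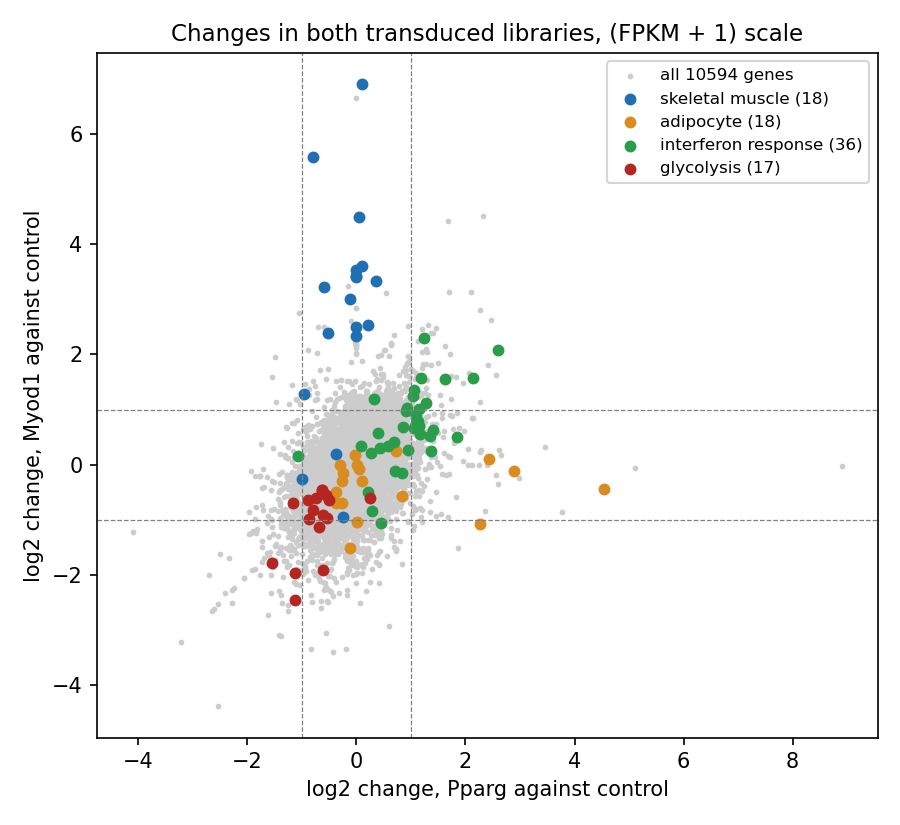
Log2 change on the FPKM + 1 scale with Myod1 (vertical) against that with Pparg (horizontal) for 10594 genes, with list members in colour and dashed lines at a 2-fold change. Muscle genes rise along the vertical axis, interferon genes lie mostly in the upper right and glycolysis genes in the lower left.

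Changes against the control followed the GC content of the transcript. The Spearman correlation across genes was -0.39 with Myod1 and -0.42 with Pparg, and -0.04 between the transduced libraries. Over the 4672 genes with a mean FPKM of at least 10 these were -0.38, -0.31 and -0.16. Genes in the lowest 10% of GC content had a median change of 0.39 with Myod1 and 0.32 with Pparg, and those in the highest 10% had -0.37 and -0.27. With gene length the correlations were -0.25, 0.15 and -0.40 in the same order of comparisons, and -0.40, 0.05 and -0.46 over the genes with a mean FPKM of at least 10.

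**Figure D4:**
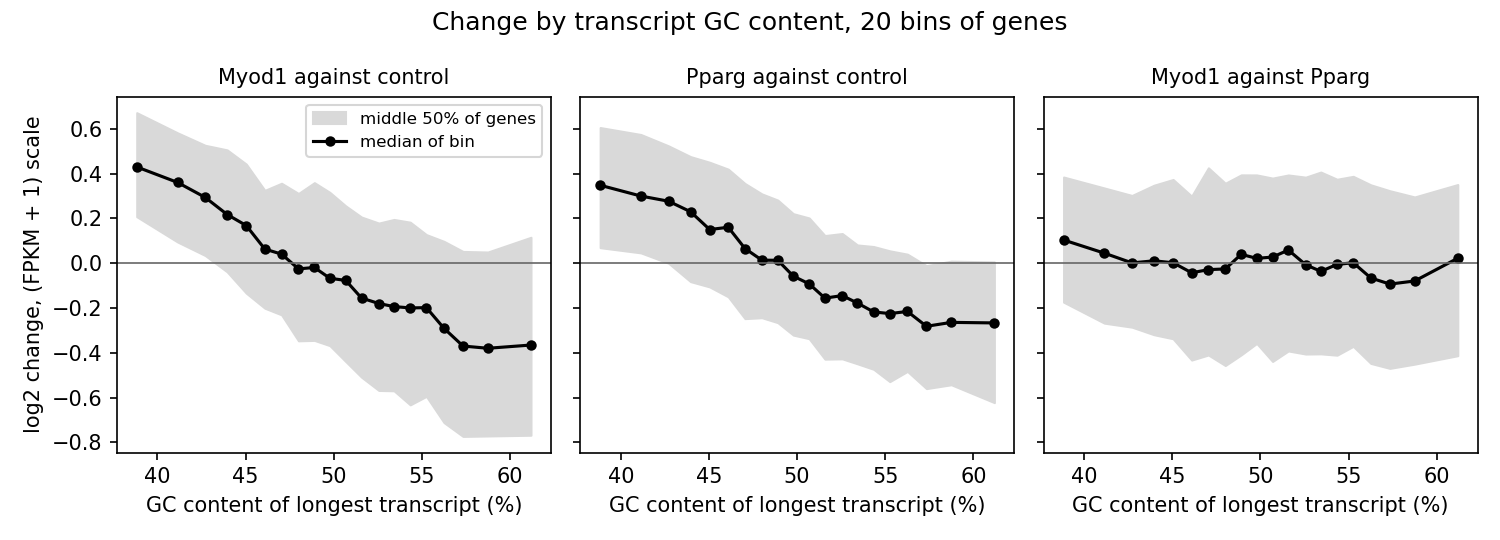
Median log2 change (points) and the range of the middle 50% of genes (grey) in 20 bins of transcript GC content, for each comparison. Both comparisons against the control decline with GC content (Spearman -0.39 and -0.42), and that between the transduced libraries shows a weaker relation (-0.04, and -0.16 over genes with a mean FPKM of at least 10).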

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

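The loci without a gene name were outside every comparison of the report, and some had more reads in the transduced libraries than in the control. Of these loci, 180 had a mean FPKM of at least 1. At least 2-fold higher than in the control were 27 of them in the Myod1 library and 17 in the Pparg library, 5 of them in both, while 16 and 4 were lower. Counting error alone was too small a cause, since 100 simulated sets of unchanged libraries gave at most 3 such loci for Myod1 and at most 2 for Pparg. Added variation between libraries with a coefficient of variation of 0.4 gave at most 18 and 16, at a level that also gave more named genes than observed. Variation between cultures, the GC trend and an effect of the forced factors stay open, because there is 1 library per group and the GC content of these loci was not analysed here.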

How the results depend on the processing

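No paired analysis was possible because there is 1 library per group, and for the same reason no library could be left out and no other split of the libraries made. The labels name no batch. The cause of a change was not tested below except where the alternative itself removes genes or raises the threshold. Medians of the skeletal muscle list with Myod1 lay between 0.86 and 5.57 and stayed above all random lists under every alternative run. The median of 6.22 with no pseudocount and a floor of 3 reads is not among these. The interferon and glycolysis medians against the control kept direction and side under each alternative, as did the S-phase median with Pparg.

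Counts are given for Myod1 against control, Pparg against control and Myod1 against Pparg, higher then lower. With a pseudocount of 0.1, 661 genes were higher with Myod1, 535 higher and 557 lower with Pparg, and 605 higher and 904 lower in the direct comparison, and 429 changed alike in both transduced libraries. With a pseudocount of 5 they were 126 and 260, 61 and 82, 136 and 220, and 40 changed alike. A mean FPKM of at least 5, which tests fewer genes, gave 209 higher with Myod1, 132 and 203 with Pparg, 227 higher in the direct comparison and 111 alike. Protein-coding genes only gave 237 higher with Myod1. The 4-fold threshold gave 59 and 64, 33 and 15, and 55 and 59. GC centring gave 454 lower with Myod1 and 215 lower with Pparg. Length centring gave 244 higher in the direct comparison. Values rescaled to a common sum gave 683 higher with Pparg, 1177 lower in the direct comparison and 305 alike. Without the 50 highest genes these were 646, 1103 and 337.

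The adipocyte median with Myod1, -0.30 at the edge of the middle 95%, passed that edge at -0.49 with pseudocount 0.1, -0.54 with a mean FPKM of at least 5, -0.35 after GC centring, -0.39 rescaled to a common sum, -0.41 without the 50 highest genes, -0.091 without a filter, -0.27 when median-centred and -0.21 with plain totals. With Pparg it was -0.0034 at a mean FPKM of at least 5. The skeletal muscle median with Pparg stood apart at -0.60 (percentile 0.72) at a mean FPKM of at least 5, and at 0.00 (percentile 0.46) against lists matched on the control. The middle 95% of these matched lists was 0.080 to 0.58, so the value of 0.00 shows no fall of the muscle list.

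The S-phase median with Myod1 became -0.016 at a mean FPKM of at least 5 and -0.18 after GC centring. The G2/M median with Myod1 became -0.060 and -0.0024 under these. With Pparg it became 0.10 rescaled to a common sum, 0.052 without the 50 highest genes, 0.039 when median-centred and 0.046 with plain totals, and in the direct comparison -0.12 and -0.061 under the former pair. The housekeeping median with Pparg became 0.15, 0.096, 0.085 and 0.092 under the same 4. The fatty acid oxidation median with Myod1 became -0.048 at a mean FPKM of at least 5 and -0.0027 after GC centring. Without a filter the mesenchymal median in the direct comparison became 0.013 and the inflammatory median with Pparg 0.056. The hypoxia median in the direct comparison became 0.037 after length centring.

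Of the lists besides muscle, adipocyte and cell cycle, 5 stood apart with Myod1 and 4 in the direct comparison at a mean FPKM of at least 5, and 5 in the direct comparison after length centring. The change of Pparg in the Myod1 library, where it had no reads, became 0.034 after GC centring. Other changes of named genes and other list medians were counted once per alternative, and only where they crossed a threshold. Of the changes, 26 fell below the 2-fold threshold and 8 rose past it, in either direction of change. Changes that shrank or grew without crossing it are not in these counts. Of the list medians, 11 no longer stood apart and 13 came to stand apart. Depth limits the genes with few reads, such as Gm17545, whose log2 change was -0.97 with pseudocount 5.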

Other observations

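Tests of adult muscle RNA and of the authors' scaling were chosen after their results had been seen, and the other tests were set before the value they measure was seen, although after the main values. All patterns below come from 1 library per group and are hypotheses.

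More genes were 2-fold lower than higher in the Myod1 library, at a ratio of 1.79. Counting error alone was too small a source of these calls, with at most 41 in a simulation. Gene length was argued against, since the ratio was 1.94 after centring on length. GC content may account for the imbalance, because centring on it brought the ratio to 1.02. Scaling between libraries moved the ratio to 0.886 with plain totals of reads and 1.36 when median-centred. The ratio was 1.65 without the 50 highest genes and 1.71 rescaled to a common sum. The latter pair also gives the pseudocount less weight and so does not test scaling alone. No value shows which scaling is right, so the authors' scaling and a real excess cannot be told apart. The ratio was 2.62 for protein-coding genes only, 2.34 at a mean FPKM of at least 5 and 1.08 at the 4-fold threshold. An effect of Myod1 stays open.

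Glycolysis genes were lower than the control in both transduced libraries. The GC trend was argued against as the whole cause, since centring left medians of -0.61 with Myod1 and -0.58 with Pparg, below all random lists. After centring on gene length they were -0.76 and -0.67. A weaker hypoxia response than in the control culture is a candidate explanation. A list of 25 hypoxia-response genes that shares no gene with the glycolysis list had medians of -0.85 with Myod1 and -0.69 with Pparg over 20 genes, below all random lists under each alternative that was run. Ankrd37, chosen after its values were seen, had 180 reads in the control, 18 in the Pparg and 22 in the Myod1 library, with exons overlapping Lrp2bp and Ufsp2. Such a response may differ through the factors or through the density of the control culture. The transduced libraries differed by a median of -0.14 in the glycolysis list (percentile 3.23), so a state of the control library and an effect common to both factors cannot be told apart with 1 control.

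Interferon response genes were higher than the control in both transduced libraries. Centring on GC content left medians of 0.64 with Myod1 and 0.94 with Pparg, and centring on length left 0.69 and 1.07, all above every random list, which argues against either trend as the whole cause. The transduced libraries differed by -0.26 in this list (percentile 0.83), less than each differed from the control. A low level in the control library and a rise in both others cannot be told apart, because there is 1 control. A response to the virus could also contribute. The control had received the empty vector by the same route, and virus dose was not analysed here.

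The changes in both transduced libraries went together with a correlation of 0.42. This correlation was 0.34 after centring on GC content and 0.47 after centring on gene length. The GC trend common to both comparisons may therefore add to it. Noise of the shared control gave higher values in simulated unchanged libraries, with averages down to 0.502 and no value under 0.48. The observed correlation is thus no evidence of a common effect, but equal noise in 3 unchanged libraries did not give a value this low either. Noise of the control and a common effect, each diluted by changes particular to 1 library, cannot be told apart with 1 control.

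Muscle genes rose in the Myod1 library after centring on GC content (median 3.31) and on gene length (2.98), which argues against these trends as the cause. RNA from adult muscle tissue was argued against by transcripts abundant there. The level to reach was that of the 5 genes with the highest FPKM among the muscle genes at least 2-fold higher, which were Mymk, Mylpf, Tnnc1, Tnnt3 and Tnni2. Of 14 such transcripts, Tnnt3, Mylpf and Tnni2 were in this set and were put aside, with an FPKM of 21.7, 105 and 11.2. Putting them aside for their high level lowers the median of the rest, so the share below holds for the other 11 only. The median FPKM of the other 11 was 0.0649% of that of the set, with Acta1 at 4.80, Ckm at 1.17 and Ttn at 0.033. The pattern may reflect a partial muscle program induced by Myod1. Of the 46 listed genes, 34 had more than 3 reads in the Myod1 library and 12 did not, while 33 had 3 reads or fewer in the control. The 34 include genes already above 3 reads in the control, so this is not a count of induced genes. The genes at or near the floor included regulators (Mef2c with 3 reads) as well as most myosin heavy chains, so no order of early and late genes is claimed. This remains a hypothesis without a replicate.

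Hist1h4h was among the largest rises, which led to a look at the histone family. Over 17 of 70 histone genes the median change was 1.28 with Myod1, above all random lists under each alternative run, and all 17 were higher except for 1 gene after centring on GC content or length. Without the filter on mean FPKM, which favours genes raised in any of the libraries, the median over 55 histone genes was 0.57, with 47 higher and 8 lower. The median was 1.65 after centring on GC content and 1.02 after centring on length, so neither trend was the whole cause. With Pparg the family median was 0.69, also above all random lists, with 13 genes higher and 4 lower. Without the filter on low values it was 0.00, with 27 higher and 20 lower, and did not stand apart. A low level in the shared control may thus add to the rise with Myod1, and 1 control cannot exclude this. The direct comparison does not use the control. There the family median was 0.72 in favour of Myod1, above all random lists, and 0.39 without the filter. The S-phase list had a median of 0.01 with Myod1, with 19 genes higher and 16 lower, which decides nothing about the share of cells in S phase. Replication-dependent histone transcripts mostly lack a poly(A) tail, so a difference in RNA selection between libraries could raise them, and this was not tested. Reads shared among near-identical members may also blur which genes rose.

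Neighbouring Serpinb9 genes on chromosome 13 were higher in the Pparg library. They were chosen after the values of Serpinb9g were seen. Serpinb9 had 136 reads in the control and 635 in the Pparg library, Serpinb9b 245 and 1172, Serpinb9c 6 and 206, Serpinb9d 1 and 55, Serpinb9e 14 and 351, and Serpinb9f 2 and 179. Serpinb6b, next to Serpinb9, had 13 and 30 reads (log2 ratio 0.99, 95% interval 0.0091 to 2.05), and Serpinb6a, farther away, had 5620 and 6927. Among members with over 3 reads in the control, the 95% intervals of the least changed (Serpinb9) and the most changed (Serpinb9c) were 1.45 apart on the log2 scale. Members thus differed in their change, but reads moved from a strongly changed member to its neighbours may still add to the pattern. Reads shared between paralogs and a rise of each gene cannot be told apart without the alignments.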
